# TIP55, a splice isoform of the KAT5 acetyltransferase, is essential for developmental gene regulation and organogenesis

**DOI:** 10.1038/s41598-018-33213-4

**Published:** 2018-10-08

**Authors:** Diwash Acharya, Bernadette Nera, Zachary J. Milstone, Lauren Bourke, Yeonsoo Yoon, Jaime A. Rivera-Pérez, Chinmay M. Trivedi, Thomas G. Fazzio

## Abstract

Regulation of chromatin structure is critical for cell type-specific gene expression. Many chromatin regulatory complexes exist in several different forms, due to alternative splicing and differential incorporation of accessory subunits. However, *in vivo* studies often utilize mutations that eliminate multiple forms of complexes, preventing assessment of the specific roles of each. Here we examined the developmental roles of the TIP55 isoform of the KAT5 histone acetyltransferase. In contrast to the pre-implantation lethal phenotype of mice lacking all four *Kat5* transcripts, mice specifically deficient for *Tip55* die around embryonic day 11.5 (E11.5). Prior to developmental arrest, defects in heart and neural tube were evident in *Tip55* mutant embryos. Specification of cardiac and neural cell fates appeared normal in *Tip55* mutants. However, cell division and survival were impaired in heart and neural tube, respectively, revealing a role for TIP55 in cellular proliferation. Consistent with these findings, transcriptome profiling revealed perturbations in genes that function in multiple cell types and developmental pathways. These findings show that *Tip55* is dispensable for the pre- and early post-implantation roles of *Kat5*, but is essential during organogenesis. Our results raise the possibility that isoform-specific functions of other chromatin regulatory proteins may play important roles in development.

## Introduction

Regulation of chromatin structure is necessary to establish and maintain cell type-specific gene expression patterns during development. Generation of active or repressive chromatin architecture at gene enhancers and promoters is necessary for the binding and activities of lineage specific transcription factors^1,2^. On a broader scale, large chromosomal domains of active or repressive chromatin structure help to enforce gene expression patterns particular to each cell lineage^3^. Consequently, mutations in subunits of chromatin remodeling factors—multisubunit protein complexes that regulate chromatin architecture through a range of enzymatic activities—frequently result in developmental abnormalities^4^.

The lysine acetyltransferase KAT5 (originally named TIP60) is conserved throughout eukaryotes and activates gene expression through acetylation of histones H2A (and H2A variants), H4, and numerous transcription factors^5–9^. The KAT5 acetyltransferase activity is also necessary for the cellular response to DNA damage, in part by remodeling chromatin structure near sites of DNA damage^7,8,10–12^. Interestingly, KAT5 also has an essential non-catalytic role in regulation of chromatin accessibility and gene expression in embryonic stem cells and pre-implantation embryos^13^. KAT5 is a component of the 17-subunit TIP60-P400 complex, which remodels chromatin architecture not only through acetylation of histone tails, but also through incorporation of the H2A.Z histone variant into nucleosomes. Previously, individual knockdown of multiple subunits of TIP60-P400 resulted in loss of embryonic stem cell self-renewal, as well as a defect in differentiation^14,15^. Consistent with these phenotypes, mice with homozygous null mutations of the *Kat5* gene arrest development at E3.5, prior to implantation, and *Kat5*^−/−^ blastocysts fail to hatch from the zona pellucida when cultured *in vitro*^16^.

Although most studies of *Kat5* functions have focused on a single isoform, denoted *Tip60α*, several isoforms are expressed in mouse and human by virtue of alternative splicing. Four isoforms are expressed in mouse, *Tip60α*, *Tip60β*, *LTip60*, and *Tip55*, which differ by alternative inclusion of intron 1, exon 5, or a portion of intron 11 combined with early termination of the reading frame (Fig. 1A)^17–19^. The amino acid sequences of LTIP60 and TIP55 differ from TIP60α and TIP60β near or within the critical chromodomain and MYST domain, respectively, raising the possibility that these sequence alterations affect their functions. The *Kat5* gene is broadly expressed throughout development, although it is unclear which isoforms are expressed in each tissue, owing to a lack of reagents for distinguishing the different isoproteins. Therefore, the extent to which each *Kat5* isoform functions specifically or redundantly with other isoforms is currently unknown.

**Figure 1:**
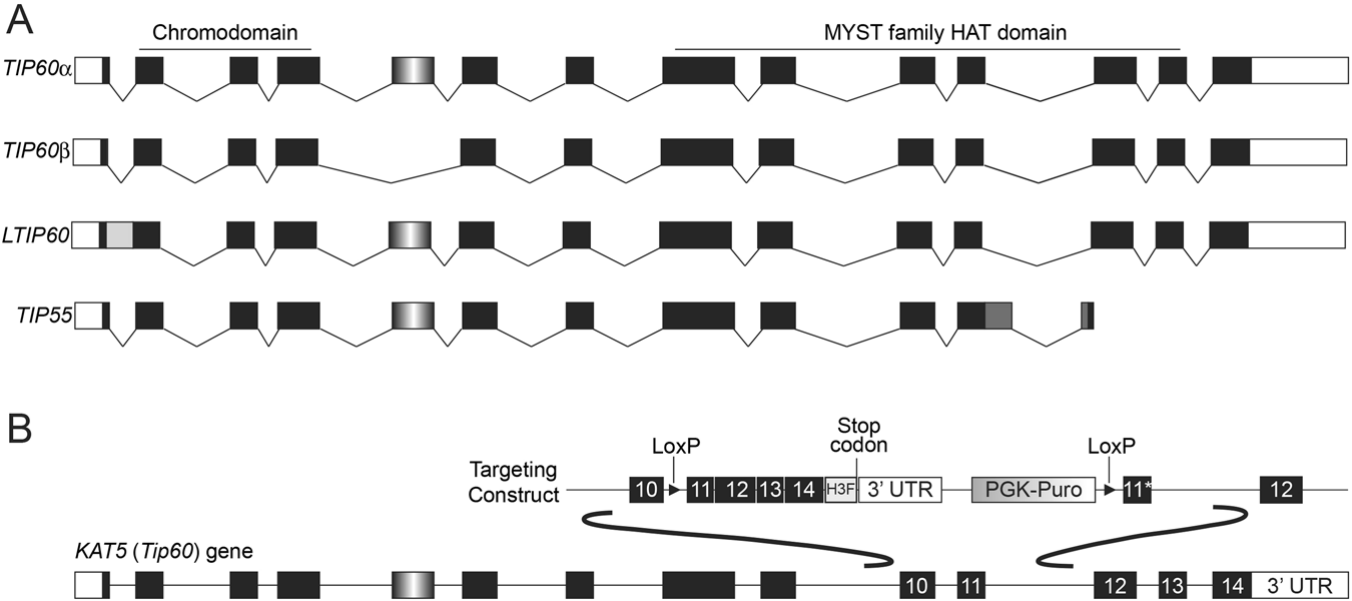
Four splice variants are expressed from the *Kat5* locus. (**A**) Variants of *Kat5* mRNA produced by alternative splicing. Black boxes: coding regions within exons; white boxes: non-coding sequences within exons; black lines: spliced introns; gray boxes: in frame intronic regions retained in specific Kat5 isoforms; gradient filled box: exon 5, which is spliced out in the Tip60β isoform. (**B**) Targeting construct used to generate both catalytic inactive *Kat5* mutant mice^13^ and *Tip55* knockout mice (described herein). The *Tip55* allele was made by removing the intronic regions retained selectively in *Tip55* and fusing the remaining exons (which are all included in all other *Kat5* isoforms).

Here we test the hypothesis that *Tip55* acts non-redundantly in development by specifically mutating this isoform within the mouse *Kat5* gene. We show that *Tip55* is necessary for embryonic development, with *Tip55* homozygous mutant animals dying at or around E11.5. Prior to the appearance of overt developmental phenotypes, we observe defects in both heart and neural tube, which manifest as defects in cellular proliferation and increased cell death. Transcriptomic analyses of embryos prior to the appearance of developmental defects reveal alterations in developmental pathways that contribute to numerous tissues and organ systems. These data reveal a critical function of *Tip55* in organogenesis that is distinct from the early, pre-implantation defect observed when all four *Kat5* isoforms are lost and raise the possibility that additional isoforms of *Kat5* have unique, non-redundant functions during development.

## Results

### *Tip55* is essential for embryonic development

The TIP55 protein lacks the C-terminal 124 amino acids of the other three KAT5 isoforms, TIP60α, TIP60β, and LTip60. In its place, TIP55 has a unique 103 amino acid C-terminus encoded by a portion of intron 11^17^ (Fig. 1A). This unique C-terminal region lacks amino acid sequence features of any well-established protein domain. We previously generated a multifunctional *Kat5* mutant mouse that specifically eliminates the *Tip55* isoform and can be converted to a catalytically inactive *Kat5* allele upon Cre-mediated recombination. To generate the *Tip55* null mutation, we deleted introns 11, 12, and 13, fusing exons 11–14, and in the process removing the region encoding the unique 103 amino acids of TIP55 (Fig. 1B). This allele eliminates *Tip55* expression, but does not alter the coding sequence or expression of the remaining isoforms (Fig. 1A, Fig. S1A–C), which are able to form normal TIP60-P400 complexes^13^. We previously examined the role of the *Kat5* lysine acetyltransferase (KAT) activity after Cre-mediated recombination of the *Tip55* KO cassette, and found that these KAT-deficient mutant mice progress beyond pre-implantation stages but exhibit defects at or before gastrulation^13^. However, the question of whether *Tip55* is required at any stage of development has not been addressed.

To test this possibility, we intercrossed mice heterozygous for the *Tip55* mutant allele (hereafter, *Tip55*^*Δ/*+^) to generate *Tip55*^*Δ/Δ*^ homozygotes. We recovered no *Tip55*^*Δ/Δ*^ pups at birth (χ^2^ = 38.05; *P* < 0.0001), suggesting that the *Tip55* isoform is essential for embryonic development (Fig. 2A). To determine the stage at which embryonic development of *Tip55*^*Δ/Δ*^ mice was blocked, we dissected and genotyped embryos from E8.5 to E11.5. No overt phenotype was apparent at E8.5 (Fig. 2B). In contrast, *Tip55*^*Δ/Δ*^ embryos were smaller than *Tip55*^+/+^ or *Tip55*^*Δ/*+^ at E9.5, although they appeared morphologically normal (Fig. 2B). Although *Tip55*^*Δ/Δ*^ embryos could readily be recovered as late as E10.5 and occasionally as late as E11.5 (Fig. 2A), all E11.5 *Tip55*^*Δ/Δ*^ embryos lacked beating hearts, suggesting a potential cause of death. The lack of *Tip55* expression in *Tip55*^*Δ/Δ*^ homozygotes was confirmed by RT-PCR (Fig. S1). These data reveal that, unlike null mutants lacking all *Kat5* isoforms or *Kat5* KAT-deficient mutants, *Tip55*^*Δ/Δ*^ mice progress normally through early pre- and post-implantation developmental stages. However, *Tip55*^*Δ/Δ*^ mice die during mid-gestation, potentially due to a fully penetrant defect in heart development.

**Figure 2:**
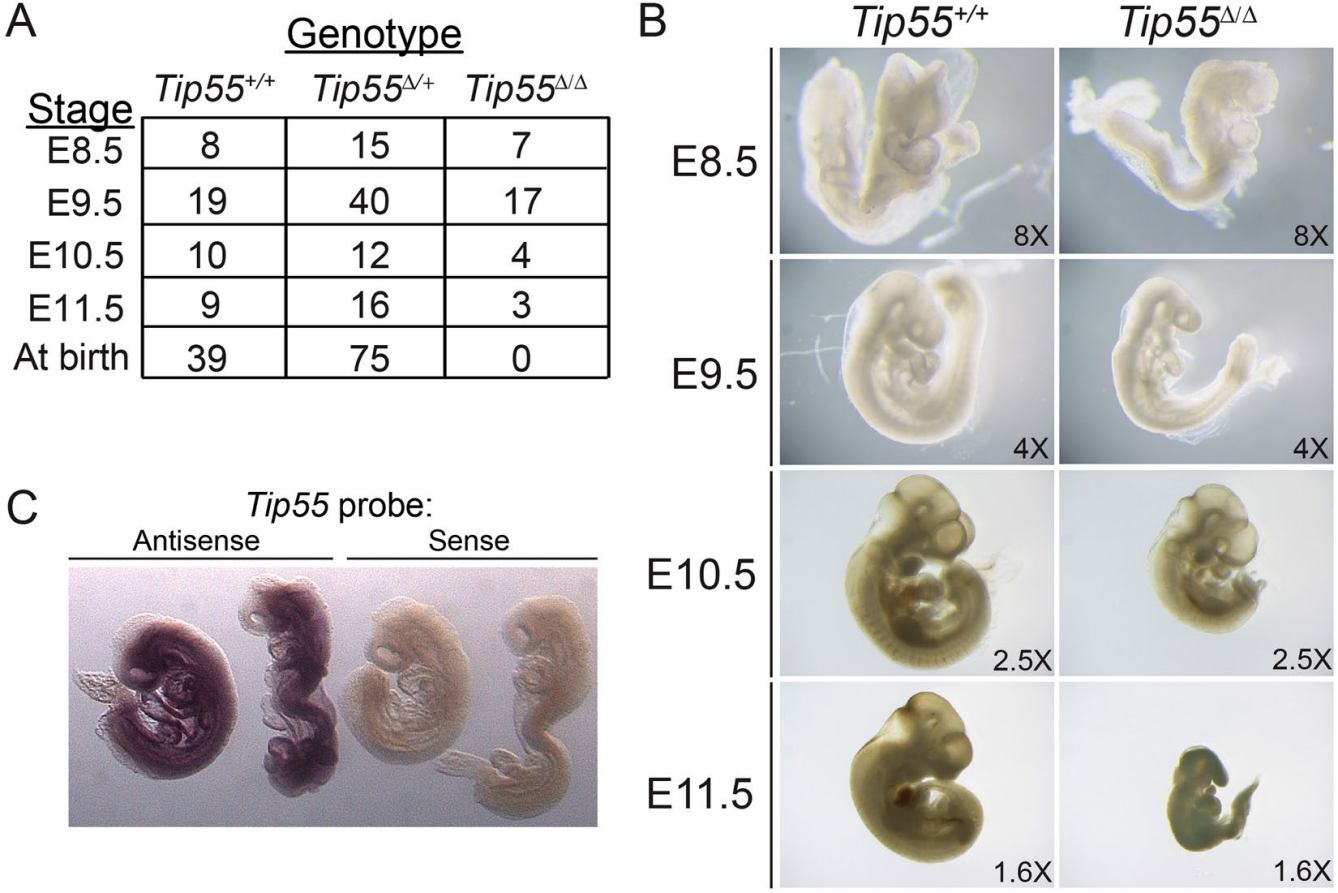
Tip55 homozygous knockout mice die at or before embryonic day 11.5. **(A)** Genotypes of embryos recovered at indicated stages of development or at birth. **(B)** Representative images of wild type (*Tip55*^+/+^) and knockout (*Tip55*^*Δ/Δ*^) embryos at stages indicated. Different magnifications as indicated (lower right) were required to image embryos at each stage, owing to differences in size. **(C)** Whole-mount *in situ* hybridization of *Tip55* transcript. Shown are wild type E8.5-E9.0 mouse embryos hybridized with antisense or sense (as a negative control) *in situ* hybridization probes corresponding to the region of intron 11 retained in the *Tip55* transcript but not found in all other *Kat5* isoforms.

### *Tip55* is required for development of the heart and neural tube

Key early steps in organogenesis, including formation of the heart tube and closure of the neural tube, occur at approximately embryonic day 8 of mouse development, shortly before developmental defects are apparent in *Tip55*^*Δ/Δ*^ embryos. To investigate the possibility that *Tip55*^*Δ/Δ*^ embryos are defective in some aspects of organ formation, we first tested whether *Tip55* was expressed in normal embryos at the initial stages of organogenesis. We performed RT-qPCR for *Tip55*, as well as for two additional *Tip60* isoforms for which specific primers could be designed, *LTip60* and *Tip60*β, using RNA isolated from E7.5-E11.5 embryos. We observed *Tip55* expression at all stages, albeit to lower levels than observed for the other isoforms (Fig. S2). Furthermore, using whole-mount *in situ* hybridization and an intron 11 probe specific for the *Tip55* isoform (dark gray boxes in Fig. 1A), we observed that expression of *Tip55* was widespread in E8.5-E9.0 embryos (Fig. 2C).

Next, we examined several features of *Tip55*^+/+^ and *Tip55*^*Δ/Δ*^ embryos at E8.5 (prior to the appearance of developmental defects in *Tip55*^*Δ/Δ*^ mutants) in embryo sections. We observed no obvious differences in organization of the body plan in sagittal sections of multiple embryos of each genotype (Fig. 3A). We performed immunohistochemistry with antibodies against Histone H3 phosphorylated at serine 10 (H3S10P) or cleaved caspase 3 (CC3) to test for proliferating or apoptotic cells, respectively. Although most regions of *Tip55*^*Δ/Δ*^ embryos were normal, the proportion of H3S10P positive cells was significantly reduced in heart, whereas cleaved caspase 3 staining was significantly elevated in neural tube (Fig. 3B–D). (Cleaved caspase 3 staining also appeared to be higher in heart in *Tip55*^*Δ/Δ*^ embryos, but the differences were not statistically significant.) These data suggest that loss of *Tip55* results in defects in proliferation and/or increased apoptosis in multiple organs and further suggest that embryonic lethality caused by this mutation is due to defects in organ development.

**Figure 3:**
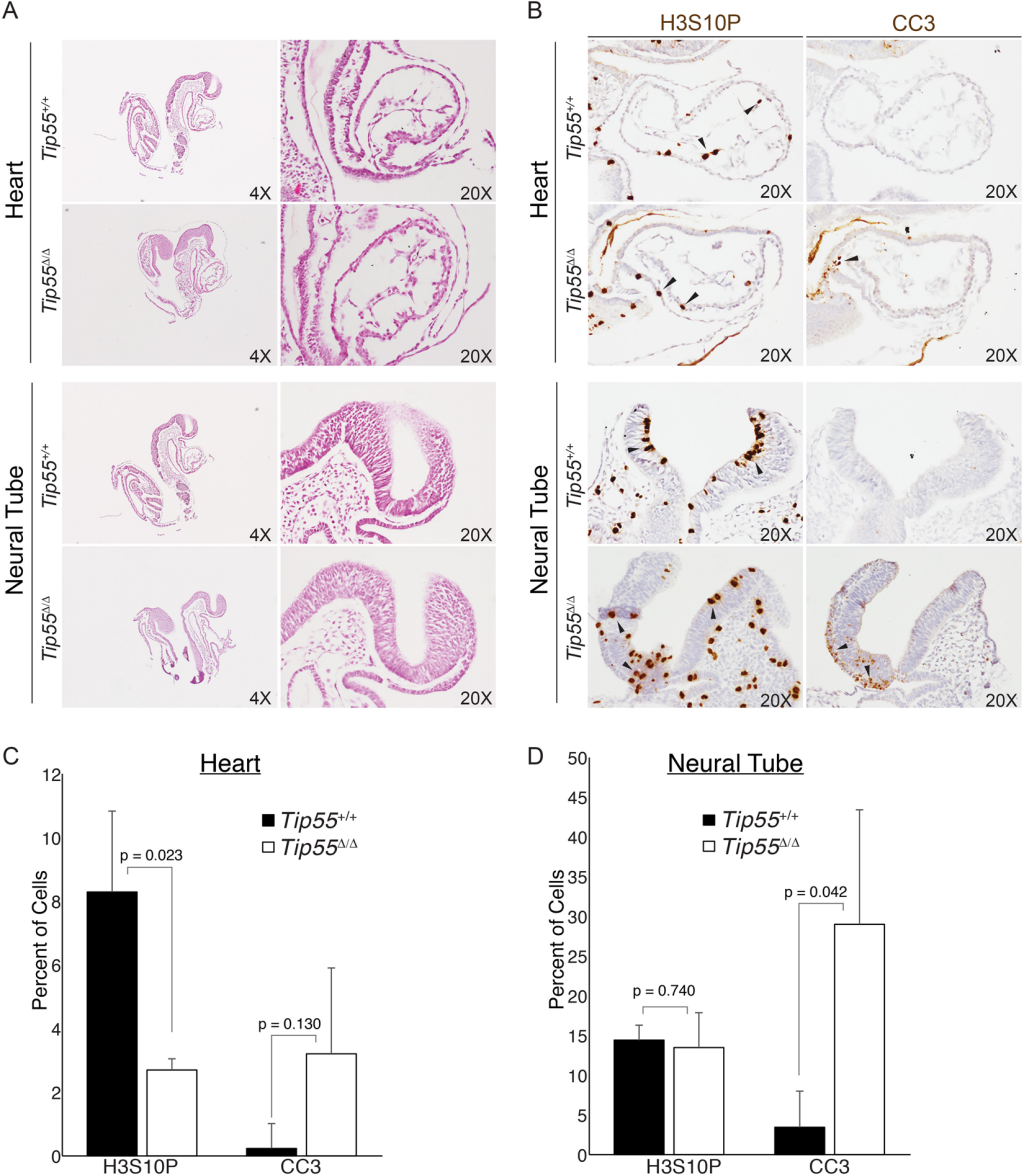
*Tip55* loss leads to defects in heart and neural tube. **(A)** Hematoxylin and Eosin (H&E) stained E8.5 embryo sections of *Tip55*^+/+^ and *Tip55*^*Δ/Δ*^ embryos, shown at multiple magnifications to reveal overall morphology (4X) or focus on heart (20X, above) and neural tube (20X, below). **(B)** Immunohistochemistry staining of cleaved caspase 3 (CC3) or Histone H3 phosphorylated on serine 10 (H3S10P) on E8.5 sections of *Tip55*^+/+^ and *Tip55*^*Δ/Δ*^ embryos. Examples of positively staining cells denoted with arrowheads. **(C**,**D)** Quantification of cells staining positively for each H3S10P and CC3 in heart (**C**) and neural tube (**D**). N = 3 embryo sections were used. P-values were calculated using a two-sided t-test.

We next examined whether the observed phenotypes were associated with a failure to specify the heart and neural lineages. To test this possibility, we performed immunofluorescence staining of wild type and mutant embryo sections for markers of neural lineage (SOX2) and cardiac muscle (cardiac troponin T, cTNT). As above, we stained sections from E8.5 embryos to minimize indirect effects of developmental arrest. However, we observed no difference in staining of either marker in *Tip55* mutant embryos relative to wild type (Fig. S3). These data suggest that *Tip55* loss impairs proliferation and viability of cardiac and neural progenitor cells downstream of cell type specification in both organs.

### *Tip55* is required for proliferation of MEFs *ex vivo*

The reduced H3S10P staining of *Tip55*^*Δ/Δ*^ embryos in E8.5 heart suggested that TIP55 may promote cellular proliferation. However, a reduction in the number of proliferating cells could also result indirectly from increased cell death or other defects. Therefore, to directly test whether TIP55 was necessary for proliferation, we measured the proliferation rate and morphology of cells isolated from embryos with and without *Tip55* mutations. Fibroblasts (MEFs) were isolated from *Tip55*^+/+^, *Tip55*^+*/Δ*^*,* and *Tip55*^*Δ/Δ*^ embryos and cultured during a four-day time course. We found that *Tip55*^*Δ/Δ*^ MEFs proliferated minimally after isolation at E9.5, followed by growth arrest shortly thereafter (Fig. 4A). Furthermore, *Tip55*^*Δ/Δ*^ MEFs exhibited flattened and elongated cell morphology reminiscent of cells undergoing senescence, in contrast to *Tip55*^+/+^ and *Tip55*^*Δ/*+^ cells (Fig. 4B). Indeed, *Tip55*^*Δ/Δ*^ MEFs exhibited modest but reproducibly elevated staining for senescence-associated β-galactosidase activity compared to *Tip55*^+/+^ and *Tip55*^*Δ/*+^ MEFs (Fig. 4B). Together, these data suggest that *Tip55* is required for the proliferation of some embryonic cell types and suppression of cellular senescence.

**Figure 4:**
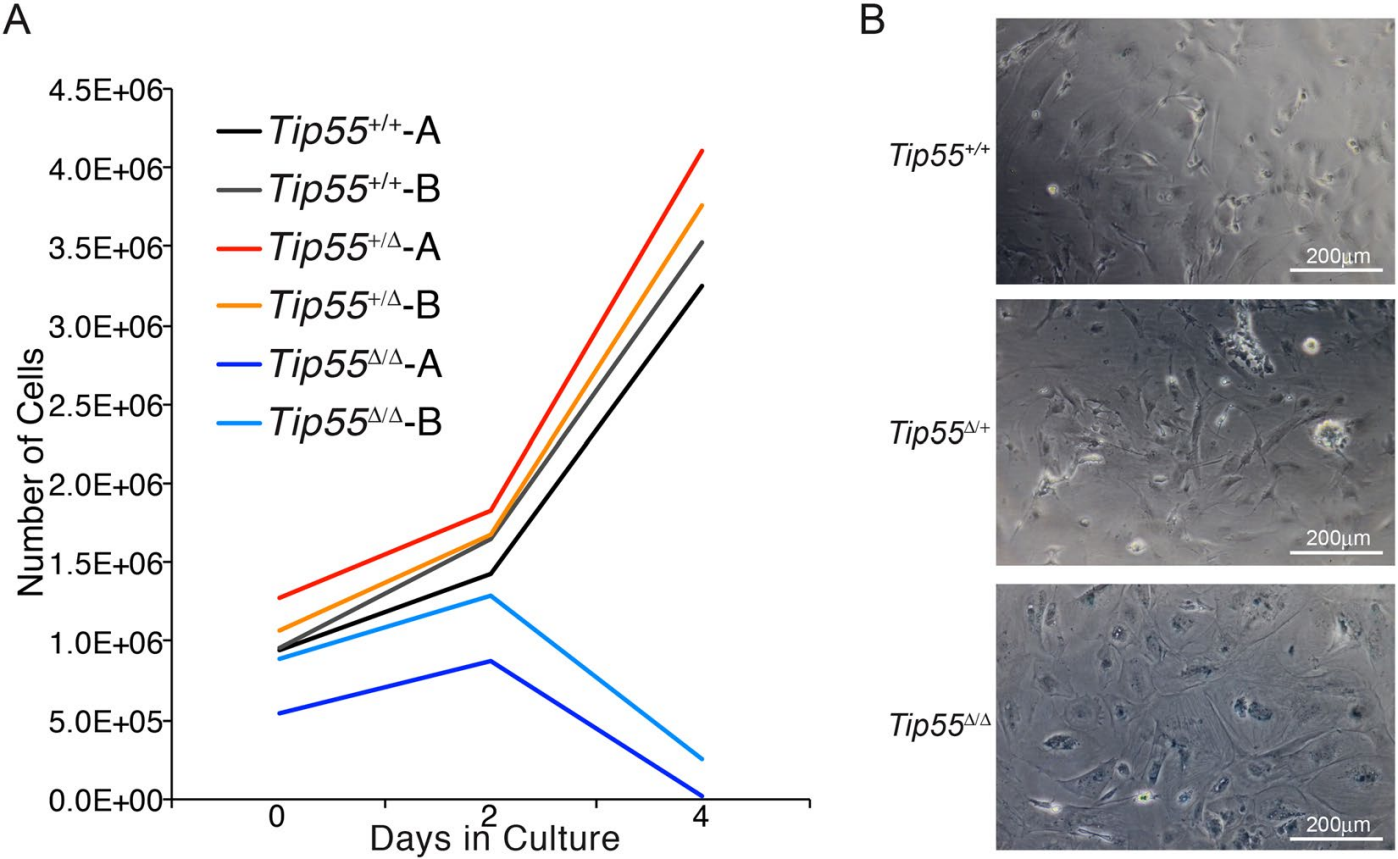
Tip55 mutant MEFs exhibit premature proliferation arrest. (**A**) Growth curve indicating numbers of cells of each genotype after growth in culture for indicated lengths of time. Cells were seeded at approximately equivalent densities. (**B**) Bright field images of mouse embryonic fibroblasts (MEFs) isolated from mouse embryos with the indicated genotypes and stained for β-galactosidase activity (blue) after five days of culture. Scale bars are indicated.

### Drivers of organ and tissue development are misregulated in *Tip55*^*Δ/Δ*^ mice

KAT5 isoforms act in part by acetylation of the N-terminal tails of histones H2A and H4 near gene regulatory regions, which promotes transcription^10^. 

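RNA-seq was made as 3 libraries of *Tip55*+/+ and 3 of *Tip55*Δ/Δ embryos at E8.5, the stage at which the mutants still looked normal. The paper does not state whether a library came from 1 embryo or from a pool. A value per embryo here means a value per library. The authors enriched for mRNA, had the libraries prepared and sequenced in the BGI-seq format, mapped the reads to mm10 and quantified them with RSEM. They then compared the genotypes with EBSeq, a Bayesian method that gives each gene a posterior probability of differential expression (PPDE). The authors' deposited table lists 20280 genes by symbol, each with its PPDE and with the linear ratio of *Tip55*Δ/Δ over *Tip55*+/+, both as the ratio of the normalized means (RealFC) and as the posterior ratio that EBSeq draws toward 1 (PostFC). It holds 1 comparison per gene and no value for a single embryo. The spread between the 3 replicates of a genotype was therefore not measurable, and no test across embryos was run. The mean normalized count of each gene in each genotype was recovered from the pair of ratios, which add different constants to the same means. RealFC adds 0.01 to both means. The constant of PostFC was estimated as 0.514 normalized counts from 8 genes at 0 in the *Tip55*Δ/Δ mean and 15 genes at 0 in the *Tip55*+/+ mean. The recovered means added up to 47211544 normalized counts per library in *Tip55*Δ/Δ embryos and 49138051 in *Tip55*+/+ embryos, without 8 genes whose recovered mean had a rounding error over 5%. The depth of a single library is not known. Each interval given for a ratio of recovered means is a 95% exact binomial (Clopper-Pearson) interval on the counts summed over 3 libraries per genotype. It covers counting error only and not the difference between embryos. *Kat5*, on chromosome 19 of GRCm38 from 5603014 to 5610237 on the minus strand, had a mean of 2218 normalized counts in *Tip55*+/+ and 1615 in *Tip55*Δ/Δ embryos, a ratio of 0.728 (interval 0.702 to 0.756). The authors' deposited table gives it a PPDE of 0.999985. The value sums all transcripts of the gene, so it gives no level of the *Tip55* isoform. It overlaps *Rnaseh2c* in the annotation, and the libraries do not part the strands.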

To test whether genes required for development, cellular proliferation, or other processes were misregulated upon loss of the *Tip55* isoform, we isolated RNA from *Tip55*^+/+^ or *Tip55*^*Δ/Δ*^ embryos at E8.5, prior to the appearance of morphological defects in *Tip55*^*Δ/Δ*^ embryos (Fig. 2B), and performed RNA-seq. We observed strong concordance among three biological replicates for *Tip55*^+/+^ and *Tip55*^*Δ/Δ*^ (Fig. 5A,B). Next, we used EBseq analysis^20^ to identify genes that are significantly differentially expressed in *Tip55*^*Δ/Δ*^ embryos. 

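At the PPDE threshold of 0.95, 1442 genes of the authors' deposited table were lower and 1065 higher in *Tip55*Δ/Δ embryos. Among those that also passed 2-fold in PostFC, the authors' deposited table has 142 lower and 136 higher. The genes past the threshold had a median recovered mean of 1466 normalized counts, against 369 over all genes, and the smallest was 5.80. Their median absolute log2 PostFC was 0.40, a 1.32-fold change. Of the alternatives tried, a stricter threshold of 0.99 moved both totals most, to 2039 genes of the authors' deposited table, 236 of them past 2-fold.
The 5 genes with the largest falls in PostFC past the threshold were *Gm13102*, *Erv3*, *Prl8a2*, *Hbb-y* and *Hba-a2*. *Gm13102*, on chromosome 4 from 144106474 to 144110101, had a recovered mean of 28.9 normalized counts in *Tip55*+/+ embryos and was at the floor of 3 summed counts or under it in *Tip55*Δ/Δ embryos, so it was at least 28.9-fold lower when set against that floor. Counting error alone allows a ratio of up to 0.0433. *Erv3* fell from 769 to 29.3 normalized counts, a ratio of 0.0381 (interval 0.0305 to 0.0472). *Prl8a2* went from 503 to 27.6 (ratio 0.0548, interval 0.0435 to 0.0686), and the alpha globin gene *Hba-a2* from 20553 to 1240 (ratio 0.0603, interval 0.0584 to 0.0624). The 5 with the largest rises were *Gzmf*, *Gzmg*, *2610028H24Rik*, *Gabrp* and *Snord64*, all with few counts. *Gzmf* went from 1.65 to 25.0 normalized counts (ratio 15.1, interval 6.15 to 47.5), and *Gzmg* from 1.31 to 19.9 (ratio 15.2, interval 5.56 to 56.8). *2610028H24Rik* was at the floor in *Tip55*+/+ embryos and had 10.8 normalized counts in *Tip55*Δ/Δ embryos, at least 10.8-fold higher when set against that floor. The interval of its ratio, from 3.34 to 54.4, allows less. *Gabrp* went from 1.65 to 14.7 (ratio 8.94, interval 3.50 to 28.4). Several of these genes had a PPDE under 0.99 in the authors' deposited table. They were *Prl8a2* (0.955), *Gzmf* (0.962), *Gzmg* (0.968), *2610028H24Rik* (0.976) and *Erv3* (0.982), and the others were above 0.99. The intervals do not show the spread between embryos, on which PPDE also depends.
The direction of the changes went with the base composition of the transcripts. Across 12307 genes with a mean of at least 100 normalized counts, Spearman's rho between log2 PostFC and the GC content of the longest transcript was −0.39, and with transcript length it was 0.05. Genes are not independent replicates, so no p-value is given. Among the 10% of these genes with the lowest GC content, 3.01% were lower and 13.8% higher past the PPDE threshold in the authors' deposited table. Among the 10% with the highest GC content, 26.9% were lower and 2.27% higher in the authors' deposited table. Once a smooth curve of log2 PostFC on GC content was subtracted, an alternative chosen after seeing the data, 264 of the genes past the PPDE threshold in the authors' deposited table exceeded 2-fold. GC content was known for 275 of the genes past 2-fold, and 238 of them remained past 2-fold.

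**Figure D1:**
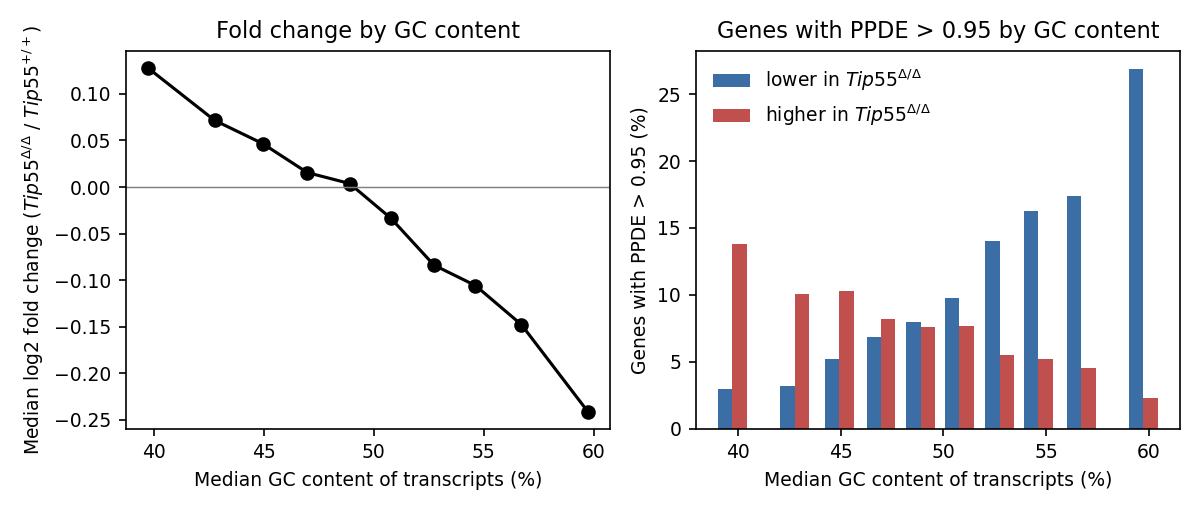
Genes with a mean of at least 100 normalized counts in 10 groups of equal size by GC content, with the median GC content of each group (%) on the horizontal axes. The left panel plots the median log2 fold change, *Tip55*Δ/Δ over *Tip55*+/+, which runs from 0.13 to −0.24, and the right panel the share of genes (%) past the PPDE threshold in the authors' deposited table, lower (blue) or higher (red).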

We identified 2507 genes that were significantly misregulated in *Tip55*^*Δ/Δ*^ embryos (posterior probability of differential expression, PPDE > 0.95), with 278 of those genes misregulated more than two-fold (Fig. 5C and Table S1). We validated several differentially expressed genes by RT-qPCR and observed results consistent with the RNA-seq data (Fig. 5D).

**Figure 5:**
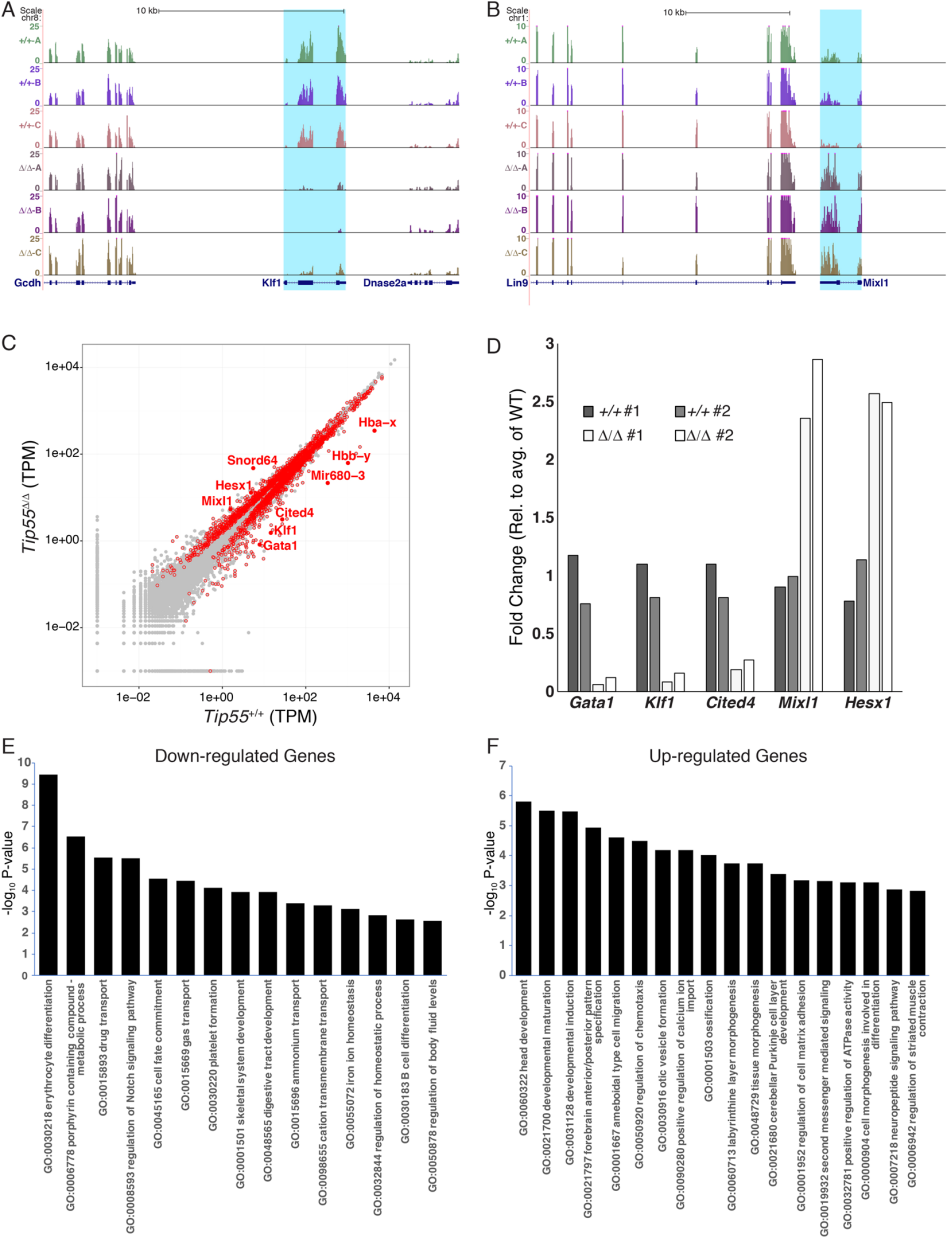
Genes necessary for organogenesis are misregulated in *Tip55* mutant embryos. **(A,B**) Browser tracks of developmental regulators (highlighted in blue) downregulated (**A**) or upregulated (**B**) in *Tip55*^*Δ/Δ*^ embryos (Δ/Δ) relative to *Tip55*^+/+^ embryos (+/+). Three biological replicate RNA-seq datasets (normalized for read number) for each geneotype were performed. **(C)** Average transcripts per million (TPM) for each genotype are shown on a log-log scale with genes significantly differentially expressed in *Tip55*^*Δ/Δ*^ embryos (posterior probability of differential expression; PPDE > 0.95) highlighted with red circles. Several genes of interest labeled with solid red dots with gene names shown. **(D)** RT-qPCR validation of indicated genes from *Tip55*^+/+^ (+/+) or *Tip55*^*Δ/Δ*^ (Δ/Δ) E8.5 embryos. Genes were selected based on differential expression (up or downregulation) in RNA-seq experiments. Expression levels in biological duplicate *Tip55*^+/+^ or *Tip55*^*Δ/Δ*^ embryos are plotted individually, relative to the average of the *Tip55*^+/+^ (which is set to 1). **(E**,**F)** Significantly enriched gene ontology (GO) categories for genes down-regulated or up-regulated significantly (PPDE > 0.95) and |log2 (Fold Change)| >0.6 are depicted in (**A**) and (**B**), respectively.

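In the region of the browser tracks on chromosome 8 of GRCm38, *Klf1* lies from 84901928 to 84905291 on the plus strand. Its recovered mean was 527 normalized counts in *Tip55*+/+ and 52.3 in *Tip55*Δ/Δ embryos, a ratio of 0.0992 (interval 0.0838 to 0.117), and its log2 PostFC was −3.32, or −3.04 with the GC trend removed. Its neighbours did not fall. *Gcdh*, from 84886393 to 84893921 on the minus strand, had 651 normalized counts in *Tip55*+/+ and 868 in *Tip55*Δ/Δ embryos (ratio 1.33, interval 1.26 to 1.42), with a PPDE of 0.999992 in the authors' deposited table. It shares bases with *Syce2* in the annotation. *Dnase2a* had 89.1 and 95.7 normalized counts (ratio 1.07, interval 0.907 to 1.27), a difference not detectable at this depth, and the authors' deposited table gives a PPDE of 0.0168. On chromosome 1, *Mixl1* lies from 180693043 to 180697034 on the minus strand. It rose from 85.2 normalized counts in *Tip55*+/+ to 274 in *Tip55*Δ/Δ embryos, a ratio of 3.22 (interval 2.79 to 3.71). *Lin9*, from 180641150 to 180690694 on the plus strand, had 824 and 1031 normalized counts (ratio 1.25, interval 1.19 to 1.32). The ratio of *Lin9* lies outside counting error, and its PPDE in the authors' deposited table is 0.632, below the threshold.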

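Of the genes labelled in Fig. 5C, the embryonic globins had the most counts. *Hba-x*, on chromosome 11 from 32276400 to 32278116, went from 60879 normalized counts in *Tip55*+/+ to 4460 in *Tip55*Δ/Δ embryos (ratio 0.0733, interval 0.0720 to 0.0746). *Hbb-y*, on chromosome 7 from 103851749 to 103853216, went from 14486 to 827 (ratio 0.0571, interval 0.0548 to 0.0594). The 7 globin genes listed took 0.252% of the recovered counts in *Tip55*+/+ and 0.0181% in *Tip55*Δ/Δ embryos. *Mir680-3*, annotated as a microRNA gene on chromosome 12 from 35194811 to 35194897, went from 174 to 10.5 normalized counts (ratio 0.0605, interval 0.0414 to 0.0875). *Snord64*, a small nucleolar RNA gene on chromosome 7 from 59978808 to 59978874 that overlaps *Gm38393*, went from 1.46 to 11.8 normalized counts. Its ratio of 8.12 has the widest interval of the labelled genes, from 3.13 to 33.9, and the authors' deposited table gives a PostFC of 6.26 with a PPDE of 0.999565.
Of the genes taken into RT-qPCR, *Cited4* on chromosome 4, from 120666572 to 120667820, had 807 normalized counts in *Tip55*+/+ and 86.7 in *Tip55*Δ/Δ embryos (ratio 0.107, interval 0.0941 to 0.122). *Hesx1* on chromosome 14, from 26994416 to 27002329, had 129 in *Tip55*+/+ and 325 in *Tip55*Δ/Δ embryos (ratio 2.51, interval 2.23 to 2.83). By PostFC among the genes past the PPDE threshold in the authors' deposited table, *Cited4* ranked 24 from the lowest and *Hesx1* 59 from the highest. With the GC trend removed, the log2 fold change of *Cited4*, whose transcript has a GC content of 66.4%, was −2.76 in place of −3.21, and that of *Hesx1* was 1.25 in place of 1.32.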

To uncover classes of genes significantly misregulated in *Tip55*^*Δ/Δ*^ embryos, we identified Gene Ontology (GO) terms significantly enriched among the differentially expressed genes. These analyses demonstrated that the differentially expressed genes were highly enriched for developmental regulators and genes required for development of multiple tissue types, including blood, muscle, and brain (Fig. 5E,F). 

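Among the genes past the PPDE threshold in the authors' deposited table, 345 had a log2 PostFC under −0.6 and 348 one over 0.6. With the GC trend removed these became 245 and 365 genes of the authors' deposited table, so the share that was lower fell from 49.8% to 40.2%. The GO terms were not recomputed. In their place, lists of marker genes were compared with 10000 random lists of as many genes, matched on mean expression. The percentile of a list is the share of random lists whose median log2 PostFC lay under its own, and a list outside the central 95% of random lists moved more than such lists do. Random lists describe the table and are no test across embryos. The lists were written after Table S1 and Fig. 5 had been read, so the forebrain, gastrulation and erythroid lists in particular are not independent of the paper's result. The number of genes past the PPDE threshold was compared with the other genes by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 20 lists. Unlike the random lists, this test is not matched on mean expression.
For brain, 19 neural genes, of which 5 are on another list, had a median of −0.12 at percentile 7.40, within the random range, and the list mixed both directions. It held 8 genes past the threshold in the authors' deposited table, 6 lower and 2 higher, against 2.35 expected (adjusted p = 0.00576, Fisher's exact test). With the GC trend removed its median was 0.02, at percentile 55.4. Examples of the lower genes are *Neurog1* (log2 PostFC −1.50 in the authors' deposited table), *Neurog2* (−0.94) and *Tubb3* (−0.54). The 12 forebrain genes, of which 4 are on another list and 1 is named by the paper, had a median of 0.45, above all 10000 random lists. In the authors' deposited table 6 of them were past the threshold, all 6 higher (*Hesx1*, *Six3*, *Rax*, *Fezf1*, *Fezf2* and *Otx2*), against 1.48 expected (adjusted p = 0.00674, Fisher's exact test). For muscle, 19 cardiac genes had a median of 0.18 at percentile 99.96, and at percentile 94.8 when the random lists were drawn from all genes. Of these genes 14 were higher and 5 lower. The largest change was the fall of *Nppa* (log2 PostFC −1.58, PPDE 0.836 in the authors' deposited table). None of the 19 passed the threshold in the authors' deposited table. For blood outside the erythroid lineage, 9 megakaryocyte genes had a median of −0.44 at percentile 2.25 and 0 past the threshold in the authors' deposited table. That list rests on few counts. Its median was −0.20 with *Treml1*, at the floor in *Tip55*Δ/Δ embryos, set to its bound and *Gp6*, at the floor in both genotypes, left out. Over the genes with a mean of at least 10 normalized counts, a background chosen after seeing the data, its percentile was 83.6.

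**Figure D2:**
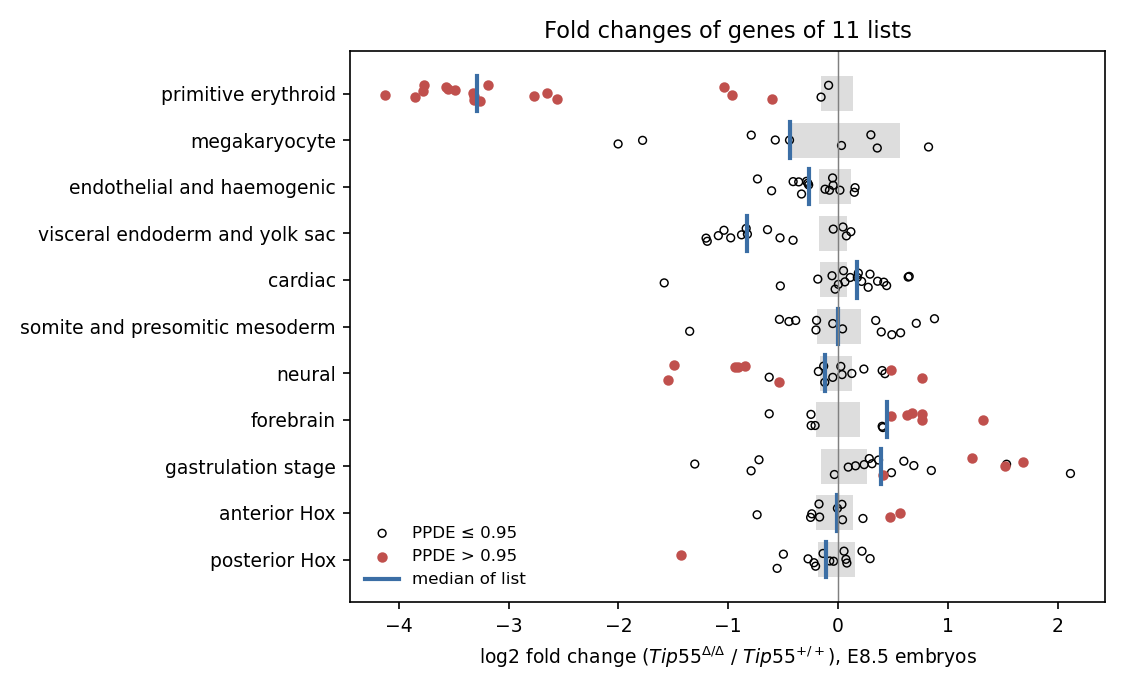
Log2 fold changes, *Tip55*Δ/Δ over *Tip55*+/+, of 168 genes in 11 lists of marker genes at E8.5. Each point is a gene, filled red past the PPDE threshold in the authors' deposited table and open otherwise. Blue lines are list medians and grey bars the central 95% of the medians of 10000 random lists of as many genes matched on mean expression.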

*Kat5* is necessary for proper silencing of a number of developmental regulators in embryonic stem cells^13^. Therefore, genes upregulated in *Tip55*^*Δ/Δ*^ embryos may include some that are repressed by TIP55. In addition, developmental delays in *Tip55*^*Δ/Δ*^ embryos may cause expression of genes that peak early in wild type embryos (and normally exhibit reduced expression by E8.5) to be more highly expressed in *Tip55*^*Δ/Δ*^ mutants at E8.5 as a result of their delayed or extended window of expression.

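Genes of the gastrulation stage, which precedes E8.5, were mostly higher in *Tip55*Δ/Δ embryos. Of 20 such genes, 16 had a log2 PostFC over 0, and their median of 0.39 lay at percentile 99.87 of the random lists. The genes past the PPDE threshold in the authors' deposited table were *Mixl1* (log2 PostFC 1.68), *Tdgf1* (1.52), *Nodal* (1.22) and *Fgf8* (0.41), and these 4 genes did not exceed the share of the background (adjusted p = 0.571, Fisher's exact test). *T* rose from 2350 to 3794 normalized counts with a PPDE of 0.674 in the authors' deposited table, below the threshold. The *Hox* lists, taken as genes of later stages, had medians within the central 95% of the random lists. So did the list of somites and presomitic mesoderm. The median of 14 posterior *Hox* genes was −0.11 at percentile 13.2, and 51.5 with the GC trend removed. The authors' deposited table has 1 of them past the threshold, *Hoxc10*, which fell from 273 to 101.0 normalized counts. The 11 anterior *Hox* genes had a median of −0.01 at percentile 57.3, and 44.9 against random lists drawn from all genes. The median of 14 genes of somites and presomitic mesoderm was −0.00 at percentile 41.8, with 0 past the threshold in the authors' deposited table. Of these genes 7 were lower and 7 higher, from a log2 PostFC of −1.35 (*Uncx*) to 0.88 (*Msgn1*). A median near 0 therefore does not show that the genes of this list held still, and it does not bear on a delay.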

Among numerous developmentally regulated genes that were downregulated in *Tip55*^*Δ/Δ*^ embryos were factors that promote blood cell development – including key erythroid factors *Gata1* and *Klf1* – suggesting *Tip55* loss leads to a failure to initiate erythropoiesis. However, these data do not distinguish whether the effect of *Tip55*^*Δ/Δ*^ on erythroid development is due to a direct role for TIP55 at the regulatory regions of key erythroid regulators or an indirect effect on gene expression due to other developmental abnormalities (such as in heart). 

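*Gata1* lies on chromosome X of GRCm38 from 7959260 to 7978071 on the minus strand. Its recovered mean was 355 normalized counts in *Tip55*+/+ and 34.9 in *Tip55*Δ/Δ embryos, a ratio of 0.0982 (interval 0.0798 to 0.120). By PostFC, *Gata1* ranked 16 and *Klf1* 17 from the lowest among the genes past the PPDE threshold in the authors' deposited table. A list of 20 genes of the primitive erythroid lineage, of which the paper names 4, had a median log2 PostFC of −3.29, below all 10000 random lists. With each member left out in turn the median stayed between −3.32 and −3.26. In the authors' deposited table 18 of the genes passed the threshold, all lower, against 2.47 expected (adjusted p = 1.28e-13, Fisher's exact test). Besides the genes the paper names, *Alas2* (log2 PostFC −3.58), *Hbb-bh1* (−3.86), *Slc4a1* (−3.55) and *Rhag* (−3.78) of the authors' deposited table were at this level. *Tal1* (−1.04), *Zfpm1* (−0.96, or −0.49 with the GC trend removed) and *Epor* (−0.60) passed the threshold of the authors' deposited table with smaller falls. *Lmo2* (−0.09) and *Tfrc* (−0.15) did not pass it in the authors' deposited table.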

In sum, we conclude that *Tip55* is necessary in multiple cell and tissue types for normal expression of differentiation genes that are critical for organ development.

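Of the 20 lists, 10 had a median outside the central 95% of the random lists, and between 8 and 9 did so under the alternatives tried. More genes past the threshold than in the background were found in 5 lists of the authors' deposited table, with all genes or with genes of at least 10 normalized counts as the background. These were the primitive erythroid, neural, forebrain, cell cycle and TIP60-P400 complex lists. With the second background the adjusted p was 0.0237 for the neural, forebrain and TIP60-P400 lists (Fisher's exact test). Neither background is matched on mean expression. The genes past the threshold had a median recovered mean of 1466 normalized counts, against 369 over all genes. How much of an excess comes from expression level was not tested. Of the 15 genes that the paper names, shows in browser tracks or stains for, 9 exceeded 2-fold in PostFC, and 9 did so in RealFC, after centring on the median of all genes and with the GC trend removed. From the genes misregulated in *Tip55*Δ/Δ embryos and the GO terms enriched among them, the paper concludes that *Tip55* is needed in more than 1 cell type for the expression of differentiation genes.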

## Discussion

Here we have shown an essential, non-redundant role of the *Tip55* isoform of *Kat5* during post-implantation embryonic development. These findings contrast with the phenotype of a mouse mutant that lacks all four *Kat5* transcripts, which causes pre-implantation lethality at the blastocyst stage^16^, as well as a KAT-deficient mutant that exhibits defects in gastrulation^13^. The defects of *Tip55*^*Δ/Δ*^ embryos in formation of heart and neural tube suggest this mutation impairs development of multiple cell lineages, a finding that is verified by our transcriptomic data indicating mis-expression of developmental regulators of multiple tissue types. On a cellular level, *Tip55*^*Δ/Δ*^ results in a combination of reduced proliferation and increased apoptosis in several different tissues and cell types. Therefore, widespread developmental defects may result from poor proliferation or survival of cells that comprise multiple tissues. Alternatively, these cellular phenotypes may result from more complex developmental impairments owing to defects in the gene regulatory networks specific to each lineage.

The finding that *Tip55*, a poorly-studied splice variant of *Kat5*, plays specific roles in development raises the possibility that each of the other *Kat5* isoforms play non-redundant roles in development that have yet to be discovered. This raises a larger question regarding regulation of developmental gene expression in mammals – do additional chromatin regulatory enzymes that are expressed in multiple isoforms have distinct functions that are specific for each isoform? Although the functions of splice variants of a few mammalian chromatin regulatory enzymes have been addressed *in vitro*^21,22^, the generation of isoform specific mutant animals will be necessary to assess their potential functions *in vivo*. Such studies have been performed in *Drosophila* for the SWI/SNF family ATPase, *domino*, in which two splice isoforms were found to function in distinct cell types^23^. Although multiple isoforms of one of two mammalian homologs of *domino*, *Ep400*, have been identified, it remains to be tested whether they exhibit similar cell type specificity. Therefore, an effort to make and characterize isoform-specific alleles of numerous mammalian chromatin remodeling enzymes will likely provide important insights into developmental gene regulation.

## Methods

### Antibodies

Antibodies used in this study were as follows: H3S10P (9701, Cell Signaling Technologies), and Cleaved caspase 3 (9661, Cell Signaling Technologies).

### Generation of *Tip55* knockout mice

All animal experiments were approved by the Institutional Animal Care and Use Committee of University of Massachusetts Medical School (approval number A-2165). All animal procedures were performed in accordance with UMMS and NIH guidelines on animal care. The mutant mouse line with the *Tip55* deletion is equivalent to the parental line in which the *Tip60*^*ci*^ allele was generated by Cre mediated recombination of fused exons 11–14, placing a catalytically inactive version of exon 11 into the *Kat5* gene. This parental allele (prior to Cre mediated recombination) specifically lacks the *Tip55* isoform^13,14^. Mice were genotyped by PCR with primers listed in Table S2. *Tip55*^*Δ/*+^ mice were maintained as heterozygotes on an inbred FVB/N background and intercrossed to generate *Tip55*^+/+^, *Tip55*^*Δ/*+^ and *Tip55*^*Δ/Δ*^ embryos.

### RNA ***in situ*** hybridization

Whole mount *in situ* hybridization of wild type embryos were performed as previously described^24^. A unique region of Tip55 cDNA (293 bases) was used to generate Tip55 sense and anti-sense probes.

### Derivation of MEFs

MEFs were generated from E9.5 embryos as previously described^25^. Briefly, E9.5 embryos were dissected, and trypsin (0.05%) digested for 12 minutes at 37 °C. Embryos were pipetted to obtain single cells and cultured in a 12 well plate in DMEM with 10% FBS.

### Cell proliferation assays

MEFs from two independent embryos from each genotype (*Tip55*^+/+^, *Tip55*^*Δ/*+^ and *Tip55*^*Δ/Δ*^) were seeded at approximately 50% confluency and cultured in wells of a 12-well plate. The total number of cells were counted and re-plated into new 12-well plates every 48 hours for a total of four days to measure proliferation rate.

### β-galactosidase staining

MEFs were isolated from E9.5 embryos and cultured in a 12-well plate. Three days after plating, cells were sub-cultured for an additional two days followed by staining for β-galactosidase activity using a kit (Millipore KAA002) according to manufacturer’s protocol.

### Hematoxylin and Eosin (H&E) Staining

E8.5 embryos were collected and sectioned at 8μm thickness for morphological analysis as previously described^26^. Hematoxylin- and eosin- staining was performed by de-paraffinizing sections in xylene, rehydrating slides through an ethanol gradient, staining for 30 s with 30% Harris modified hematoxylin and a 30 s counterstain with eosin Y. Slides were rinsed and dehydrated with ethanol, cleared with xylene, and mounted using Vectashield mounting media.

### Immunohistochemistry and Immunofluorescence

Sections from E8.5 embryos were examined for proliferation and apoptosis defects by immunohistochemistry, following protocols described previously^26^. Briefly, sections were rehydrated through an ethanol gradient, followed by heat antigen retrieval (Buffer A, Electron Microscopy Sciences). Immunostaining was conducted using the Vectastain Elite ABC and DAB Peroxidase Substrate kit according to manufacturer guidelines. Sections were incubated with H3S10P (1:100; Cell signaling, CSG 9706) or cleaved caspase 3 (1:100; Cell signaling, CSG 9661) biotinylated primary antibodies overnight at 4 °C^26^. For counterstaining, slides were rinsed and then incubated with 30% hematoxylin for 30 s after developing staining with 3,3′ diaminobenzimidine. All slides were ethanol-dehydrated, cleared with xylene, and mounted with Vectashield mounting medium.

Expression of cardiac and neural markers in embryonic sections was examined by immunofluorescence. E8.5 embryo sections were rehydrated, then subjected to heat antigen retrieval as described above. Sections were incubated with Sox2 antibody (1:200; R&D research, AF2018) from goat and cTNT antibody (1:50; DSHB, RV-C2) from mouse overnight at 4 °C. The following secondary antibodies were used: Alexa 488 anti-goat (1:200; Life Technologies, A-11055) and Alexa 564 anti-mouse (1:500; Life Technologies, A-11037). Slides were mounted with Vectashield mounting media. Images were taken with a Nikon Eclipse 80i microscope and NIS-Elements 4.00.03 software.

### Proliferation and Apoptosis Quantification

For quantification of H3S10P or cleaved caspase 3 immunostaining, digital images were taken using a Nikon Eclipse 80i microscope and the NIS-Elements 4.00.03 software. Positively stained cells were counted manually using ImageJ (v 1.6.0_65). The percentage of H3S10P positive or cleaved caspase-3 positive cells relative to the total number of nuclei was calculated for a minimum of three embryos per genotype.

### RNA sequencing

RNA was isolated from E8.5 embryos using a Direct-zol RNA MicroPrep kit (Zymo research). Enrichment of mRNA, library preparation, and sequencing were performed at BGI, using the BGI-seq format. Reads were mapped to the mm10 genome and quantified using RSEM^27^. Identification of differentially expressed genes was performed using a combined RSEM-EBseq pipeline^20^. Gene ontology enrichment was performed using Metascape (http://metascape.org)^28^.

## Electronic supplementary material

Supplementary Information

Table S1

## Data Availability

Sequence reads for all RNA-seq libraries have been deposited at Gene Expression Omnibus (GEO) and are available with accession number: GSE111691.

How the deposited data were processed for this re-analysis (not part of the article)

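RNA-seq of mouse embryos at E8.5, with 3 *Tip55*+/+ and 3 *Tip55*Δ/Δ libraries, was the only experiment with data. The authors mapped the reads of 6 libraries to mm10, quantified them with RSEM and compared the genotypes with EBSeq. The paper's text names no version, no gene annotation and no filter. The authors' deposited table holds, for 20280 genes, posterior probabilities that add up to 1 (PPEE and PPDE) and the fold of *Tip55*Δ/Δ over *Tip55*+/+ as a linear ratio in a posterior (PostFC) and a direct form (RealFC). Checked on the genes the paper names, a ratio under 1 means lower in *Tip55*Δ/Δ embryos. The table holds no counts and no values per embryo. The part of Table S1 that was held has 1999 genes on each sheet, fewer than the differentially expressed genes the paper counts and the genes of the authors' deposited table, and its values differed from the authors' deposited table by at most 0.000448%. In the authors' deposited table 27 symbols read as calendar dates, which spreadsheets make of some gene symbols, and 2 symbols are listed more than 1 time. These were left as they are.

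The mean of each gene per genotype was solved from RealFC, which adds 0.01 to both means, and PostFC, which adds an offset that EBSeq estimates. The offset was 0.514 from genes at 0 in either genotype, and among those genes it deviated by at most 5.0e-05%. For 8 genes rounding of the ratios left an error over 5% in the recovered mean. Recovered means are normalized counts on the scale of EBSeq's size factors, which are not known. The totals of 47211544 (*Tip55*Δ/Δ) and 49138051 (*Tip55*+/+) normalized counts per library are sums of means and give no range over libraries. Ratios of recovered means carry exact binomial (Clopper-Pearson) intervals at 95% from counts summed over 3 libraries per genotype. A genotype at or under 3 summed counts was treated as at the floor, and the fold was then given as a bound against 3 counts.

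The authors' calls (PPDE > 0.95) were counted in total, past 2-fold and past an absolute log2 PostFC of 0.6, as in the paper. No model was fitted across embryos. Gene lists were read as the percentile of their median log2 PostFC among 10000 random lists of as many genes drawn from 50 bins of mean expression (seed 1). They were also compared by a one-sided Fisher's exact test of the authors' calls with Benjamini-Hochberg adjustment over 20 lists, against all genes listed. The lists are primitive erythroid, endothelial and haemogenic, megakaryocyte, cardiac, neural, forebrain, somite and presomitic mesoderm, gastrulation stage, posterior *Hox*, anterior *Hox*, visceral endoderm and yolk sac, trophoblast and placenta, maternal decidua, Y-linked, X-inactivation, replication-dependent histones (core and linker), cell cycle, p53 targets and senescence, TIP60-P400 complex, and hypoxia and glycolysis. The lists, the tests, the thresholds, the choice of genes to name and the alternatives were fixed before the data were examined, but after Table S1 and Fig. 5 had been read. Genes were named by this rule: every gene the paper names from RNA-seq or RT-qPCR, the neighbours in the browser tracks, the genes of the stained proteins (SOX2 and cardiac troponin T), the 5 largest PostFC in each direction past the threshold, and members of the lists.

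Symbols were matched to GENCODE vM21 (GRCm38), which gave coordinates, transcript length and GC content for 19975 genes, 685 of them through an older symbol. GC content and length are those of the longest transcript, and 99.4% of the genes past the PPDE threshold in the authors' deposited table had a value. The GC trend was a lowess curve (span 0.3) of log2 PostFC on GC content over 12307 genes with a mean of at least 100, and genes without GC content kept their value. PPDE could not be recomputed, so the number past the threshold does not change with it.

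Alternatives were a PPDE threshold of 0.99 or 0.9, RealFC in place of PostFC, symbols of the Gm, Mir, Snord and Rik kinds left out, fold changes centred on the median of all genes, random lists from all genes, and each list member left out in turn. Removal of the GC trend and a minimum recovered mean of 10 in either genotype were added after seeing the data. The recovery and the list method were tested on simulated data. An offset of 0.7 was recovered as 0.7, and 100% of 18179 means came within 5%. The SD of the error in the log2 fold change of 200 changed genes fell from 0.12 to 0.00473 with the GC trend removed. Of 200 unchanged lists 3.5% lay outside the central 95%, and 100% of 200 lists raised by a log2 of 0.3 were found. The simulated genes varied independently and list members were drawn at random, so 3.5% does not hold for marker genes that vary together. The simulated ratios were made with the same formulas as the recovery, which these data therefore do not check. The simulated GC effect was a straight line, and the 200 changed genes had no noise. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The GO analysis, the RT-qPCR, the stainings, the cell counts and the sequence reads were not analysed here.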

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

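The tests of explanations given in these paragraphs were chosen after their results had been seen, unlike the comparison of each list with random lists and its Fisher's exact test. The text of the paper does not discuss these values, and each list lay outside the central 95% of 10000 random lists matched on mean expression. Without values per embryo, none of them could be tested against the spread between embryos.

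The 15 listed genes of visceral endoderm and yolk sac had a median log2 fold change of −0.83, below all 10000 random lists. *Afp* fell from 30639 to 13317 normalized counts (log2 −1.20) and *Apoa1* from 16882 to 8573 (log2 −0.98). None of the 15 passed the PPDE threshold in the authors' deposited table. The median was −0.74 with the GC trend removed, which argues against the trend as the whole cause. PPDE stays low where replicates spread widely. Of 9 listed genes with an absolute log2 fold change over 0.6 and a mean of at least 100, 88.9% had a PPDE under 0.05 in the authors' deposited table, against 4.90% of 734 other such genes. These genes of 1 tissue vary together, and the share largely restates that none passed the threshold, so it does not decide between explanations. Uneven amounts of yolk sac between the libraries and less visceral endoderm in *Tip55*Δ/Δ embryos cannot be told apart without values per embryo.

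The median of 15 endothelial and haemogenic genes was −0.27, at percentile 0.24, and 12 of them were lower. None passed the threshold in the authors' deposited table. The list stayed at percentile 0.23 with the GC trend removed, which argues against the trend. A loss of endothelial cells in *Tip55*Δ/Δ embryos, or less yolk sac, whose vessels carry these genes, stays open and was not tested.

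The median of 24 cell cycle genes was −0.16, at percentile 1.14, with 21 lower and 3 higher. Past the threshold of the authors' deposited table were 10 of them, all lower, against 2.97 expected (adjusted p = 0.00309, Fisher's exact test). With genes of at least 10 normalized counts as the background, 3.78 were expected (adjusted p = 0.0214, Fisher's exact test). Neither background is matched on expression, and the median mean of these genes was 13196 normalized counts. The largest fall was that of *Cdc20*, at −0.55. Among the others, *Mki67* (−0.01) hardly moved, and *Pcna* (0.02), *Mcm3* (0.06) and *Bub1* (0.14) were the higher genes. The percentile became 0.04 with the GC trend removed, which argues against the trend as the whole cause. A lower share of dividing cells in *Tip55*Δ/Δ embryos and a difference in cell composition stay open and were not tested. A bulk sample does not place the fall in a tissue.

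The 47 replication-dependent histone genes, core and linker histones together, had a median of −0.17 at percentile 0.1, with 26 lower and 21 higher. The threshold of the authors' deposited table was passed by 8, of which 6 were lower and 2 higher, against 5.81 expected (adjusted p = 0.571, Fisher's exact test). Removing the GC trend gave a median of 0.10 and a percentile of 15.2, within the random range, so the GC trend may account for the shift of this list. Most of these transcripts lack a poly(A) tail, and their level after enrichment of mRNA also varies with how well the enrichment worked, which was not tested.

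The 18 genes of the TIP60-P400 complex had a median of 0.12 at percentile 99.83, with 11 higher and 7 lower. *Kat5* itself, the 1 gene of the list that the paper studies, is among the lower. Of the 18 genes, 8 passed the threshold in the authors' deposited table, 7 higher and *Kat5* lower, against 2.23 expected (adjusted p = 0.00498, Fisher's exact test). With genes of at least 10 normalized counts as the background, 2.83 were expected (adjusted p = 0.0237, Fisher's exact test). Removal of the GC trend left a percentile of 99.62, which argues against the trend. The result is not stable otherwise. It was at percentile 87.4 against random lists from all genes and down to 97.46 with 1 member left out. A response of the other subunits to the loss of *Tip55* stays open as a hypothesis.

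*Kat5* had a log2 fold change of −0.46. The paper states that the allele leaves the expression of the other isoforms as it was. With the GC trend removed the value was −0.35, further from 0 than counting error allows. Counting error leaves out the difference between embryos and the scatter of genes around the trend. Random sets matched on GC content and mean expression to the genes near *Kat5* kept a median absolute log2 of 0.15. How much of the fall the trend accounts for is therefore not decided. A fall of 27.2% in the gene's counts could come from the missing *Tip55* transcript alone or from a lower level of the other isoforms as well. By RT-qPCR the paper found *Tip55* at lower levels than the other isoforms it measured. That makes *Tip55* alone the less likely source, but it gives no share of the gene's counts. The explanations cannot be told apart, since the table sums the isoforms and gives no share for each. Reads in the introns that the allele lacks bear on the same question and were not used here.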

How the results depend on the processing

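No paired analysis was possible because the table holds no values per embryo. For the same reason the alternatives that need counts or values per embryo were not run. These were DESeq2 with its size factors, upper-quartile normalization, no filter on low values, the replicate number as a block, each replicate left out in turn, another pseudocount, fry, and replicate concordance over genes with a mean of at least 10. How far a single library carries a result is not known.

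The numbers of genes past the thresholds, the number of named genes past 2-fold and the numbers of lists kept within 1.5 times their value under each of the alternatives run. Part of this could not have come out otherwise, since RealFC, centring and removal of the GC trend leave PPDE, and with it the total past the threshold, as it is. In the authors' deposited table, the genes past the PPDE threshold ranged from 2039 (PPDE > 0.99) to 2757 (PPDE > 0.9), and those past 2-fold from 236 to 302 under the same thresholds. The genes past an absolute log2 fold change of 0.6 ranged from 599 (PPDE > 0.99) to 750 (PPDE > 0.9) in the authors' deposited table. Without symbols of the Gm, Mir, Snord and Rik kinds the authors' deposited table gave 2376, 237 and 623 genes. RealFC and centring on the median of all genes, which is 0.01, gave 280 and 274 genes past 2-fold in the authors' deposited table. A minimum mean of 10 removed no gene past the PPDE threshold in the authors' deposited table, so it tests nothing there.

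The minimum mean and the removal of the GC trend were chosen after seeing the data. With the GC trend removed, 6 of 23 genes, those the paper names or shows and the 5 largest changes in each direction, moved by more than their counting error: *Kat5* (log2 −0.35), *Klf1* (−3.04), *Cited4* (−2.76), *Hba-x* (−3.65), *Hba-a2* (−3.90) and *Lin9* (0.24). None of the 23 changed direction under RealFC, centring or removal of the trend.

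Among the percentiles of single lists, 5 crossed to the other side of the middle of the random lists. These were the neural (55.4) and posterior *Hox* lists (51.5) with the GC trend removed, the megakaryocyte (83.6) and Y-linked lists (62.7) with the minimum mean, and the anterior *Hox* list (44.9) with random lists from all genes. Apart from the megakaryocyte list, all were within the central 95% in both settings. The cause was not tested, except that the minimum mean left fewer genes in the megakaryocyte list, of which 5 have a mean of at least 10 in *Tip55*+/+ embryos. Another 5 values came within the central 95%. They were the megakaryocyte list with RealFC (2.93) and with the GC trend removed (5.65), the cardiac (94.8) and TIP60-P400 lists (87.4) with random lists from all genes, and the histone list with the GC trend removed (15.2). The other 133 values stayed within the limits used here, which are the counting error for a gene, and for a list the side of the middle and of the central 95% of the random lists. Within these limits values still moved, as the percentile of the anterior *Hox* list did, from 57.3 to 88.8 with the GC trend removed.

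The depth limits the genes with few counts. *Gzmf*, *Gzmg*, *Gabrp* and *Snord64* have fewer than 2 normalized counts per library in *Tip55*+/+ embryos and wide intervals, and 3 of the 47 histone genes have a genotype at the floor. Binomial intervals understate the error of every ratio, since the variation between embryos is missing from them.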

Other observations

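Of the tests of explanations given in these paragraphs, those of transcript length and of genes near *Kat5* were set before their results were seen, and the others were chosen after. The comparison of the lists with random lists was set beforehand.

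The log2 fold change fell with the GC content of transcripts, by a slope of −0.174 per 10 points of GC content (SE 0.00473 over 12307 genes). The genes past the PPDE threshold in the authors' deposited table had a median GC content of 54.1% where lower and 47.2% where higher, and 1775 of 2491 (71.3%) changed in the direction of the trend. The share was 74.0% for genes up to an absolute log2 of 0.6 and 58.2% past 2-fold. With the trend removed, 44 of the 2491 changed direction and 327 kept under 50% of their log2 change. The genes were parted into 5 groups of equal size. By mean expression the slope nearest 0 among the groups was −0.172, and by transcript length −0.169, which argues against expression or length in place of GC content. The slope was not equal in all gene families. It ran from −0.275 (SE 0.0164, 319 zinc finger genes) to −0.0091 (SE 0.0435, 83 genes of the respiratory chain), the extremes of the families tried. These slopes argue against 1 straight line for all genes. A single curved trend could also give unequal slopes to families that differ in GC content, which was not tested. Most of the genes past 2-fold are not made by the trend, since 238 of 275 stayed past it. A GC-dependent difference between the libraries could produce the slope of −0.174, and so could a change in cell types or in transcription in *Tip55*Δ/Δ embryos. They cannot be told apart, because the 3 libraries of each genotype enter as 1 comparison. Many of the small changes past the PPDE threshold in the authors' deposited table depend on which of these holds.

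The fall of the erythroid genes, with a median log2 of −3.29, was weighed against other causes. The median was −3.18 once the GC trend was removed, which argues against the trend. The blood cells of E8.5 embryos arise in the yolk sac, so embryos dissected with less yolk sac would lose them. The yolk sac endoderm genes fell by a median log2 of −0.83, and 15 of 20 erythroid genes fell further than each of them. The medians differ by a factor of 5.52, which argues against less yolk sac tissue as the whole cause. Fewer erythroid cells and lower expression per cell stay open. The log2 fold changes of the erythroid genes past the PPDE threshold spread over 3.53 in the authors' deposited table, which genes shared with other cells or a block of maturation could also give, and a bulk sample cannot tell these apart.

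The gastrulation genes stayed above the random lists (percentile 100) with the GC trend removed, which argues against the trend. A delay of the whole embryo, which the paper proposes for such genes, would also hold back genes that come on later. The posterior *Hox* list was at percentile 13.2, and at 51.5 with the GC trend removed. Both values are within the random range, which a short delay would allow. A uniform delay and a change in these genes alone cannot be told apart, since somites were not counted here and the list mixes genes with different onsets.

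Genes near *Kat5* may carry variants of the strain in which the allele was made. The 126 genes within 2 Mb of *Kat5* with a mean of at least 100 normalized counts had a median absolute log2 fold change of 0.19 with the GC trend removed, at percentile 97.89 of random sets matched on GC content and mean expression, whose median was 0.15. None of 86 other blocks of as many neighbouring genes had a median as large, though the largest came to 0.19 as well. Of the 126 genes, 36 (28.6%) passed the PPDE threshold in the authors' deposited table, against a median of 30 in random sets (percentile 90.2). Of those past the threshold in the authors' deposited table, 7 had an absolute log2 fold change over 0.6 with the GC trend removed, against a median of 4 in random sets (percentile 90.5). They were named after their values were seen, and are *Ctsf* (log2 1.54 with the GC trend removed), *Actn3* (1.01), *Slc29a2* (−0.62), *Tm7sf2* (−0.84), *Naaladl1* (−1.12), *Esrra* (−0.65) and *Fermt3* (−1.10). The excess is consistent with linked variants, and it did not decline smoothly. The median was 0.21 within 1 Mb, 0.10 from 2 to 4 Mb and 0.20 from 4 to 8 Mb. The mice were kept on FVB/N, and effects of the allele on its neighbours stay open.

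A difference in the sex of the embryos was tested with *Xist*, which had 33439 normalized counts in *Tip55*+/+ and 37713 in *Tip55*Δ/Δ embryos (log2 0.17). The 2 genes of the X-inactivation list had a median of 0.35 (percentile 79.0), and the 5 Y-linked genes one of −0.06 (percentile 42.6), or 0.05 without a gene at the floor in both genotypes. Values this close to 0 argue against a large difference in the number of male and female embryos.

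*Gzmf* and *Gzmg*, the largest rises past the PPDE threshold, encode granzymes, proteases of lymphocytes. Maternal decidua in the *Tip55*Δ/Δ samples was tested as their source. The 12 decidua genes, of which 11 have a mean of at least 10 normalized counts in *Tip55*+/+ embryos, had a median of −0.23 (percentile 2.87), with 3 past the threshold in the authors' deposited table, all lower (*Prl8a2*, *Col3a1* and *Igfbp4*). *Prl8a2* fell from 503 to 27.6 normalized counts. The median argues against more decidua as a whole in *Tip55*Δ/Δ samples as the source of the rise. Of the 12 genes, 7 were lower and 5 higher, and both granzyme genes had few counts. A small maternal source that these genes do not mark is therefore not excluded. A maternal contribution to the *Tip55*+/+ samples also stays open. The 13 trophoblast and placenta genes listed had a median of −0.11 (percentile 12.0), with *Elf5* (log2 PostFC 1.08) past the threshold in the authors' deposited table. Of the 13 genes, 7 were lower and 6 higher. The lower genes include *Prl2c2* (log2 PostFC −2.37) and *Prl3d1* (−1.93), both with few counts and below the threshold. With 1 member left out the percentile ran from 1.45 to 21.5.

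*Sox2* had 4304 normalized counts in *Tip55*+/+ and 4381 in *Tip55*Δ/Δ embryos (ratio 1.02, interval 0.993 to 1.04). *Tnnt2*, the gene of cardiac troponin T, had 2869 and 4498 (ratio 1.57, interval 1.53 to 1.61), with a PPDE of 0.591 in the authors' deposited table. The 18 p53 targets and senescence genes had a median of −0.04 (percentile 33.3). In the authors' deposited table *Cdkn1a* (log2 PostFC 0.23), *Bax* (−0.22) and *Bbc3* (−0.77) passed the threshold. The direction of *Bax* depends on the GC trend, and the values were 0.14 for *Bax* and −0.36 for *Bbc3* with the trend removed. The 15 hypoxia and glycolysis genes had a median of 0.02 (percentile 73.1), with *Slc2a1* (log2 PostFC 0.55) and *Pfkfb3* (0.56) past the threshold in the authors' deposited table.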
